A study of Arabidopsis thaliana with 20 samples. Its data were reported in "Biotic Stress-Induced Priming and De-Priming of Transcriptional Memory in Arabidopsis and Apple" (2019).

How the data were processed

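Leaves of wild-type Arabidopsis thaliana (Col-0) were profiled on 2-colour oligonucleotide arrays. Plants were sprayed on day 7 with water or with 1 mM BTH (acibenzolar-S-methyl, a synthetic analogue of the defence hormone salicylic acid). They were sprayed again on day 10 with water or with 1 µM flg22, a peptide of bacterial flagellin that plants perceive as a sign of bacteria. Leaves were harvested on day 21, and 4 plants made up a biological replicate. The groups keep the study's names: ww (water, then water), wf (water, then flg22), bw (BTH, then water) and bf (BTH, then flg22).

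Each of the 10 arrays held a pair of labelled RNAs, which gave 20 sample records from 8 RNA extracts, 2 per group. Per the labels, the groups counted 6 (ww), 4 (wf), 4 (bw) and 6 (bf) sample records. It was assumed that records with the same group and replicate number come from 1 extract. Every array joined 2 groups of the same replicate number, so the replicate number pairs the samples through the arrays themselves, and it was kept as a block. The replicates of a comparison had opposite dye orientation. The direct arrays of bw against ww and bf against wf lay on 1 slide, those of wf against ww and bf against bw on another, and those of bf against ww on slide 11, which held no other comparison.

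The deposited values are spot intensities on a linear scale. The authors amplified and labelled the RNA with Cy5 or Cy3, scanned the slides at a resolution of 2 µm, and quantified the spots with Agilent Feature Extraction, version 11.5.1.1 per the file headers. The authors' later lowess normalization and limma test are not part of those files; the submitters' processing notes name limma without a version. Median spot intensity and median local background intensity were used here with the deposited per-spot markers for signals well above background, saturated spots and non-uniform spots. The Feature Extraction processed signal, an intensity after the software's own background subtraction and dye normalization, served as an alternative.

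Intensities were background-corrected by normexp with an offset of 50, and log2 ratios were normalized within each array by loess (span 0.3, 4 iterations, control spots at weight 0). Control spots and non-uniform spots were left out and spots of the same probe were averaged. Of 155747 probes, 48785 were kept, those well above background in at least 4 of the 20 channel readings. The share of probes well above background ranged from 15.7% to 24.8% of an array in the Cy5 channel and from 16.8% to 37.4% in the Cy3 channel. The precision of every ratio is limited by 2 extracts per group.

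For each probe, least squares over the 10 arrays gave 1 value per extract within its replicate and 1 dye term. The 8 extract values were fitted by limma (version 3.58.1, R 4.3.3) with group and replicate as terms, 3 residual degrees of freedom and 3.49 prior degrees of freedom, and Benjamini-Hochberg adjustment over the kept probes. A probe passed at an adjusted p under 0.05. The interaction was bf against wf minus bw against ww. In place of that reduction, a loop fit took the arrays as independent ratios with a dye term. It counts arrays that share an extract as independent, so its p-values are too small. The methods of the study name lowess, lmFit and a moderated test with a dye switch at p under 0.05, and state no adjustment. This was run at an unadjusted p on the 2 direct arrays of each comparison, and its probes are called DETs (differentially expressed transcripts) below. Class A holds DETs shared by bw against ww and wf against ww, and Class B those shared by bw against ww and bf against bw.

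Noise for simulated data was estimated from the arrays by brightness. The SD between extracts was put at 0 to 0.297 in replicate 1 and 0 to 0.106 in replicate 2. In the brightest bin it was 0 in replicate 2. Yet its interaction contrasts of 2 slides had r = 0.611 in bright probes once realigned as described below. The simulated noise may thus be too small, and the rates hold for the simulation only. For bf against ww over 48785 probes, the extract fit called 0% of 100 simulated probes changed by a log2 ratio of 1 and 0% of 100 changed by 2. The loop fit called 84% and 100% of them, with 115 false calls. Of the unchanged probes, 0.204% reached an unadjusted p under 0.05 in the extract fit, so its counts at that p lie far under 5% even without any change. At 0.1 of the estimated noise the extract fit called 100% of both sizes. Unchanged groups were simulated 20 times in each of 3 versions by handing the measured ratios of replicate 2 to other probes of like brightness. Each replicate kept its own relation between comparisons, so a true shared or reversed effect within a replicate also enters the simulated Class A and Class B shares. The versions differ in the dye effect that stayed with a probe. It was predicted from the probe's own array ratios and the noise at its brightness, taken from closed loops of 3 arrays, or absent.

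Probe names were taken from the study's supplementary list for bf against ww, which is held only in part and was used for names alone. It named 820 probes, of which 694 read 684 genes and 53 read transposable elements; 680 of the genes were found in the reference genes. After the filter 686 probes of 676 genes remained. No overlap or set test was run on that list. Because the study chose it on these samples for a difference between bf and ww, the direction of its genes is not independent evidence in any comparison that shares bf or ww with it. A list of 341 genes in 14 groups was fixed before the data were examined, and 28 of them had a named probe. The lists for DNA methylation, cell cycle, circadian clock, floral and root genes had none, and the planned gene set tests were not run. The genes that the study discusses by name, AMY1 among them, are not analysed here. Probe names end in an r suffix or not, and the sources used here do not state which strand each form reads. A ratio given for a gene may therefore read its antisense transcript. The suffix was present in 577 of the 694 gene probes, but not in those of WRKY70, DELTA-TIP and CYSA.

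The genes named were fixed by rule before the data were examined. For each comparison and the interaction, these were the named genes with the same sign in both replicates and a signal well above background, up to 10 higher and 10 lower, ordered by unadjusted p where none passed. That gave 120 log2 ratios. Up to 4 members of each gene list were added. Same-sign agreement of the replicates is therefore part of the selection of these genes.

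The position of each spot was checked by matching its neighbourhood of 21 rows of 1 stagger by 9 columns to the median of the other arrays, at its own place and after moves of up to 2 rows and 2 columns, with r over 0.9 as a match. The array of bf against wf in replicate 2 matched mostly after such moves and is called the displaced array below. It stayed in as deposited, and was realigned or left out as alternatives chosen after seeing the data. Realignment gave a match for 35084 kept probes.

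Alternatives in the processing were no background correction, processed signals, median centring in place of loess, no filter on dim probes and a filter on all 20 readings (6289 probes). Alternatives in the fit were no dye term, a dye term per slide, no slide 11 (and then no dye term), each extract left out in turn, and a stricter p of 0.01. Another took single-channel values without the replicate block: the channel intensities of each extract were averaged after scaling between arrays, in place of ratios within arrays. The groups are balanced over the replicates, so leaving out the block alone cannot change a log2 ratio. The dye orientation is balanced too. The loop fit, or a change of the dye term alone, therefore leaves a log2 ratio as it was where no spot is missing. Counts of kept signs include these fits, which cannot test a sign. Python 3.11.15, numpy 2.4.6, data.table (version 1.17.8) and matplotlib 3.10.9 were also used.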

Results

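The long-term effect of BTH and flg22 on leaf transcripts was followed with 10 arrays of 8 RNA extracts, 2 for each of ww, wf, bw and bf. Leaves were taken on day 21 after sprays on days 7 and 10. Median spot intensities per array were 562 to 926 in the Cy5 channel over backgrounds of 521 to 851, and 139 to 376.5 in the Cy3 channel over backgrounds of 96 to 299. All log2 ratios below are means of 2 replicates, given with the standard error of the limma fit. Its median was 0.415 in each comparison, above the SD of 0.272 to 0.310 of the ratios over all kept probes. The loop fit, which counts arrays as independent, gave medians of 0.196 to 0.220 for the same ratios. The ± values are therefore no close measure of the precision of a ratio.

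The lasting effect of BTH alone was read from bw against ww. Genes of sulfur assimilation and glucosinolate synthesis had a positive log2 ratio in 12 of 12 named probes of 11 genes, from 0.19 to 0.97, and in both replicates for 8 of them, with a median of 0.10 in replicate 1 and 0.96 in replicate 2. The study chose the named probes on these samples for a difference between bf and ww, so this count and those below are not independent evidence. CYP79F1, a cytochrome P450 of aliphatic glucosinolate synthesis, was higher by 0.97 ± 0.41 (SE, n = 2), and its neighbour CYP79F2 by 0.97 ± 0.32. MYB76, a regulator of the same pathway, had a log2 ratio of 1.04 ± 0.30, and HMT3, a homocysteine S-methyltransferase, of 1.16 ± 0.35. The abiotic stress list (genes of cold, abscisic acid and heat) also had positive ratios in 4 of 4 probes. These were of the dehydrins LTI30 (1.39 ± 0.38) and ERD10 (0.67 ± 0.42 and 0.87 ± 0.81 at 2 probes) and the cold-regulated COR15A (1.33 ± 0.59). Genes of salicylic acid signalling and systemic acquired resistance went the other way, with negative ratios in 4 of 4 probes of 3 genes, in both replicates for 3 of them. The lectin LLP1, which acts in systemic resistance, was lower at both of its probes (-1.12 ± 0.33 without the r suffix and -1.32 ± 0.46 with it). WRKY70, a transcription factor of salicylic acid signalling, had -0.47 ± 0.31 at a probe without the suffix, and TGA5 had -0.04 ± 0.31. The senescence-associated SAG13 had a log2 ratio of -1.23 ± 0.40, the glutaredoxin GRXS13 of -0.95 ± 0.33 and the natriuretic peptide gene PNP-A of -1.55 ± 0.57. No gene passed the test, which in simulated bf against ww data called 0% of probes changed by a log2 ratio of 2. Its counts of 0 here and below are therefore no evidence that nothing changed. Limma on the extract values called 0 of 48785 probes, with 235 at an unadjusted p under 0.05 (166 higher), and the loop fit called 1 probe, which was lower. The methods' test on the 2 direct arrays gave 2114 DETs, 1029 higher and 1085 lower, and 0 after adjustment. Simulated unchanged groups gave means of 1296, 1328 and 2100, and each DET count of the 5 comparisons lay under 2439, the number that evenly spread p-values would give.

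Flg22 alone was assessed by wf against ww. MDHAR, a monodehydroascorbate reductase of the ascorbate cycle, was 2.25 ± 0.38 (SE, n = 2) higher in wf, with 2.26 and 2.23 in the replicates. It kept its sign in 15 of 16 alternatives, leave-one-out fits included, with a lowest value of -0.08. The glucosinolate genes had positive ratios in 12 of 12 probes, but in 6 of 12 with single-channel values. With the array ratios they were positive in both replicates each time, from 0.46 to 1.83 with a median of 1.08. The highest were APK2, which makes the active sulfate donor of sulfation (1.83 ± 0.41), FMOGS-OX1, a flavin monooxygenase that oxidises glucosinolate side chains (1.75 ± 0.45), CYP79B2, of indole glucosinolate synthesis (1.64 ± 0.60), and BAT5, a chloroplast 2-keto acid transporter (1.43 ± 0.45 with the r suffix and 0.46 ± 0.37 without). HMT3 reached 1.86 ± 0.35 and MYB76 1.50 ± 0.30. APK2 kept its sign in 15 of 16 alternatives, with a lowest value of -0.56, while HMT3 and MYB76 kept theirs in all. Jasmonate and ethylene genes had positive ratios in 4 of 4 probes (0 with single-channel values), as for JAZ6, a repressor of jasmonate signalling (1.01 ± 0.31 and 0.48 ± 0.46). JMT, a jasmonate methyltransferase, had 0.85 ± 0.65 and the pathogenesis-related PR4 0.66 ± 0.40. No gene passed as lower; HMT2, another homocysteine S-methyltransferase, had -0.73 ± 0.35 but -0.38 with the displaced array realigned, and the dUTPase DUT1 -0.66 ± 0.33 and -0.52. Limma on the extract values called 0 probes, with 234 at an unadjusted p under 0.05. The loop fit called 17, of which 14 were higher; 11 had names, MDHAR, HMT3, MYB76, APK2, AK3, CYP79F2, CYP79F1 and FMOGS-OX1 among them. The methods' test gave 2293 DETs (1298 higher), of which 13 passed after adjustment.

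**Figure D1:**
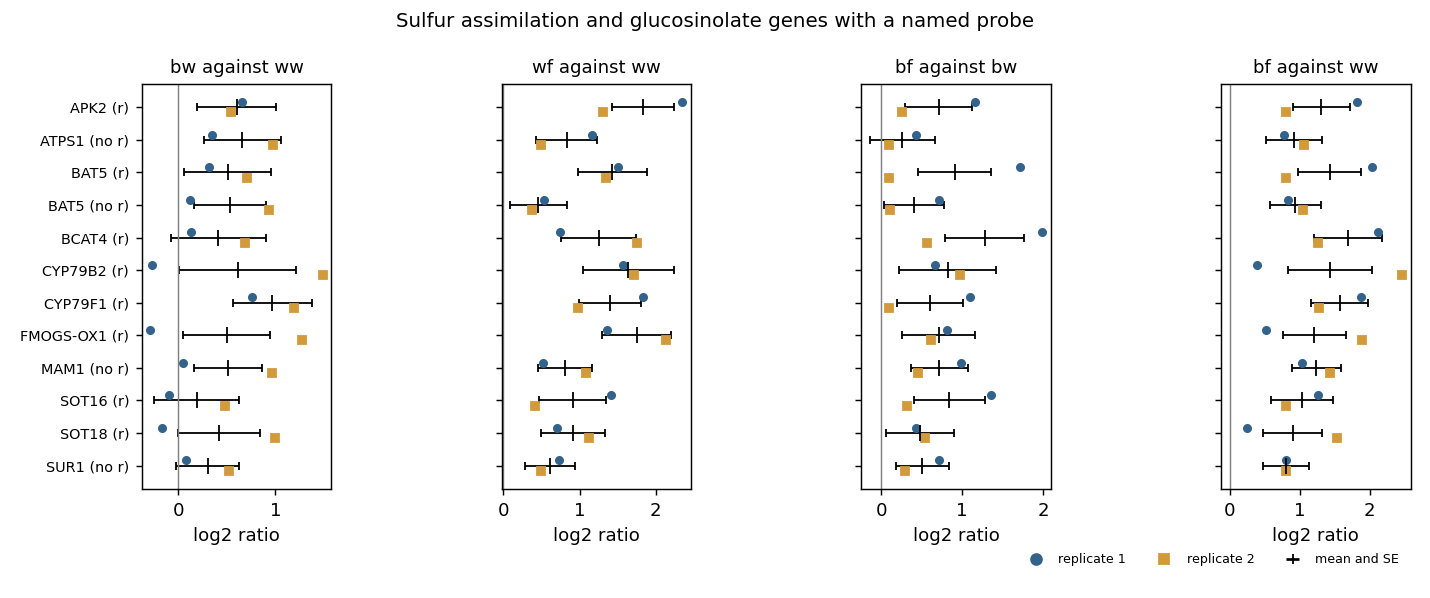
Log2 ratios (x axis) of the 12 named probes of sulfur assimilation and glucosinolate genes (y axis) in bw, wf and bf against ww and in bf against bw. Circles and squares are replicates 1 and 2, and the line is the mean with its standard error; the 12 means lie above 0 in each panel, up to 1.83 in wf against ww, and the names were chosen by the study for a difference between bf and ww.

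The response to flg22 in plants that had received BTH was given by bf against bw. MDHAR was higher by 1.87 ± 0.38 (SE, n = 2) here too. The methionine sulfoxide reductase MSRB9 had a log2 ratio of 1.35 ± 0.35, HMT3 of 1.32 ± 0.35 and the dark-inducible dioxygenase DIN11 of 1.45 ± 0.48. MDHAR and MSRB9 each kept their sign in 15 of 16 alternatives, with lowest values of -0.26 and -0.34. HMT3 and DIN11 kept theirs in all. All 12 glucosinolate probes were positive in both replicates, from 0.26 to 1.28, but 5 of 12 with single-channel values. The highest was BCAT4, an aminotransferase of methionine chain elongation (1.28 ± 0.49). The 4 salicylic acid probes were split 2 to 2, between -0.22 and 0.29, and the 4 abiotic stress probes had a median of -0.32. TLP-3, a thaumatin-like protein gene, had 1.08 ± 0.38 here and -0.95 ± 0.38 in bw against ww, a course that error in the shared bw extracts also gives. Among the lower genes were the cell cycle inhibitor ICK1 (-0.73 ± 0.41) and the cystatin gene CYSA (-0.88 ± 0.49). Limma called 0 probes with 131 at an unadjusted p under 0.05, and the loop fit called 2, both higher, of which 1 was MDHAR. The methods' test gave 1335 DETs and 0 after adjustment. Their balance turned with the scaling, with 58.7% higher here, 30.5% with processed signals and 91.9% with median centring.

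The effect of an earlier BTH spray on flg22-treated plants was read from bf against wf. LLP1 was lower in bf at both probes (-0.78 ± 0.33 and -1.08 ± 0.46; SE, n = 2), as were WRKY70 (-0.61 ± 0.31) and PNP-A (-1.06 ± 0.57). The RING protein gene ATL2 had -0.87 ± 0.31, but -0.08 once the displaced array was realigned, while LLP1 kept -0.88 and -1.08 and WRKY70 -0.68. The LLP1 probe without the r suffix, PNP-A and ATL2 each kept their sign in 15 of 16 alternatives. Their highest values were 0.19, 0.43 and 0.12. The other LLP1 probe and WRKY70 kept theirs in all. The salicylic acid list had negative ratios in 4 of 4 probes and in both replicates each time, but in 2 with single-channel values. The glucosinolate list was near even, with 7 probes higher and 5 lower and a median of 0.10. Genes with positive ratios included the arabinogalactan protein gene AGP18 (0.76 ± 0.34), the tonoplast aquaporin gene DELTA-TIP (0.66 ± 0.31) and ARGOS, a gene of organ growth (0.88 ± 0.41). Limma called 0 probes, with 88 at an unadjusted p under 0.05, and the loop fit called 0. With the displaced array realigned the loop fit called 3, among them both forms of the transposable element AT2TE25300, lower at -2.22 and -1.87. The methods' test gave 2342 DETs and 0 after adjustment. On the direct array of replicate 2, called displaced here, few spots matched the other arrays at their own place; after realignment 1002 of 35084 probes were DETs, against 1413 of the same probes before, with 362 in both.

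The combined treatment was compared with water in bf against ww. HMT3 had a log2 ratio of 2.48 ± 0.35 (SE, n = 2), with 2.53 and 2.42 in the replicates. MDHAR was at 2.14 ± 0.38, DIN11 at 2.02 ± 0.48, the aspartate kinase AK3 at 1.72 ± 0.38, the glutathione transferase GSTF11 at 1.70 ± 0.43 and MYB76 at 1.62 ± 0.30. The glucosinolate list had positive ratios in 12 of 12 probes and in both replicates each time, from 0.80 to 1.69. With single-channel values 8 of 12 were positive. BCAT4 had 1.69 ± 0.49, MAM1, a methylthioalkylmalate synthase of chain elongation, 1.24 ± 0.35, and the sulfotransferases SOT16 and SOT18 1.03 ± 0.44 and 0.90 ± 0.42. ATPS1, an ATP sulfurylase, had 0.92 ± 0.40. The salicylic acid list had negative ratios in 4 of 4 probes (3 with single-channel values), with LLP1 at -1.01 ± 0.33 and -1.03 ± 0.46 and WRKY70 at -0.57 ± 0.31. Limma called 0 probes, with 137 at an unadjusted p under 0.05 (118 higher). The methods' test gave 1031 DETs and 0 after adjustment. The loop fit called 60, of which 51 were higher and 38 had names. Among them were HMT3, MDHAR, MYB76, BCAT4, MAM1, BAT5, GSTF11 and, lower, the LLP1 probe without the r suffix. In simulated unchanged groups the loop fit called means of 2.8 probes here with the dye effect predicted, 20920 with it taken from closed loops and 48.2 with none, so its count depends on how the dye effect is drawn. The direct arrays lay alone on slide 11. Without that slide, and then without a dye term, HMT3 had 2.50 and the glucosinolate list a median of 1.12, against 1.23 with it, while 3 of the 4 salicylic acid probes stayed lower.

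Whether BTH and flg22 added up was tested by the interaction. The abiotic stress list lay below the sum of the single treatments in 4 of 4 probes and in both replicates each time (4 with single-channel values). Its values ran from -1.63 to -0.75, with LTI30 at -1.63 ± 0.54 (SE, n = 2), or -1.14 with the displaced array realigned. ORE1, a NAC transcription factor of leaf senescence, had -1.35 ± 0.57. It kept its sign in 20 of 21 alternatives, with a highest value of 0.54, while LTI30 kept its sign in all. The glucosinolate list had negative values in 11 of 12 probes, in both replicates for 8 of them. Its median was -0.48, with -0.16 in replicate 1 and -0.69 in replicate 2. MYB76 and CYP79F2 had -0.92 ± 0.43 and -0.95 ± 0.45. The number of negative glucosinolate probes varied with the processing, with 0 to 5 positive under 5 alternatives. Limma called 0 probes, with 249 at an unadjusted p under 0.05 (170 lower). The loop fit called 60, of which 48 were lower, and 305 after realignment of the displaced array, 265 lower, with 58 in both. None of the 60 had a name, and 31 lay in 5 runs of neighbouring probe numbers. Between replicates r of the interaction was 0.0417 across all probes and -0.0306 in bright ones. Simulated unchanged groups gave means of 0.45, 0.4 and 0.1 calls in the 3 versions, and 5 at most. Their reshuffling parts neighbouring probes, so they cannot show how many calls a run of jointly moving probes gives without an interaction. The 2-array fits within the slides 8 and 9 called 0 each, with 1624 and 2651 at an unadjusted p under 0.05.

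The shared DETs of BTH and flg22 were examined as Class A. Of 589 such probes, 352 were higher in bw, and 95.6% (563; exact 95% confidence interval 93.6% to 97.1%) had the same direction in wf, with an R² of 0.789 across probes. Both ratios contain the ww extracts. Simulated unchanged groups gave 96.4%, 98.9% and 97.8% in the same direction in the 3 versions, with 286.8, 404.2 and 465.9 probes in the class. Independent lists would share 99. A treatment effect within a replicate stays in the simulated groups, so they cannot separate it from the shared ww extracts. Between replicates, which share no ww extract, r of the dye-corrected ratios was -0.0228 and 0.00504 across all 48785 probes, and -0.0847 and 0.00977 in bright ones. After the same dye correction neither ratio had a positive r with itself between replicates, so this does not decide whether the 2 treatments share a direction.

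Class B addressed whether flg22 undid the effect of BTH. Of 305 probes, 297 had opposite directions in bw against ww and bf against bw, which is 97.4% (exact 95% confidence interval 94.9% to 98.9%). No DET call in bf against ww was made for 95.1% of the class and for 97.9% of all probes. The bw extracts enter both ratios with opposite signs. Simulated unchanged groups gave opposite directions in 98.5%, 59.1% and 81.6% of Class B probes, and a mean class size of 208, 166 and 274.5. Independent lists would share 58. A true reversal within a replicate stays in the simulated groups, so they cannot separate it from error of the bw extracts. Free of shared extracts, bw against ww in 1 replicate was set beside bf against bw in the other, with the dye effect taken out by closed loops. After the same correction neither ratio had a positive r with itself between replicates, so the values decide little. Across the 48785 probes, which are not independent replicates, r was -0.0275 and -0.0314 in the 2 orders. In bright probes, the top 1 in 3, it was -0.0125 and -0.131, and with the displaced array realigned -0.113 and -0.190. In all 4 of the first comparisons 32 probes were DETs, and 1214, 1233, 650 and 1710 were DETs only in bw against ww, wf against ww, bf against bw or bf against wf among these.

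Both forms of probe were unequally represented in Class B. Among the 161 probes higher in bw and lower in bf than in bw, 75 had no r suffix (46.6%), against 12 of the 136 with the opposite course (8.82%), and 42.6% of all kept probes. The odds ratio was 8.95 and Fisher's exact test, two-sided, gave p = 1.8e-13, over probes that are not independent. With median centring in place of loess the difference fell to 5.6 points (Fisher's exact p = 0.47). The difference of 37.8 percentage points exceeded the highest value of the simulated unchanged groups in each version (26.1, 23.2 and 27.0). Their means were 15.0, 0.490 and 14.3. The reshuffling took no account of the suffix, so an offset shared by probes of 1 form in both replicates is broken up there. The excess over the simulated values therefore cannot separate a treatment effect from such an offset. Simulated groups themselves gave Fisher's exact p down to 2.0e-05.

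The replicates set the limit on each comparison. Across bright probes and after correction for the dye, r between replicates 1 and 2 was -0.0199 in bw against ww, -0.101 in wf against ww, -0.128 in bf against bw and -0.179 in bf against wf. With the displaced array realigned it was -0.122, -0.101, -0.184 and -0.270 in the same order. Within replicate 1, the interaction contrasts of slides 8 and 9, which share no array and in which the dye bias cancels, had r = 0.916 in bright probes and 0.72 in all. In replicate 2 it was 0.223 and 0.112, and 0.611 and 0.268 after realignment. Between replicates the same contrasts had r of -0.166 (slide 8) and 0.0456 (slide 9) in bright probes, the latter -0.151 after realignment. The spread of closed loops of arrays was 0.458 of the spread between replicates, taken as a mean over the comparisons. That spread was 1.71 in bf against ww and 0.942 to 0.974 in the others. No dye-corrected r was computed for bf against ww. Without the correction it was -0.175 in bright probes. Of the 10 arrays, 9 had 99.4% to 99.8% of their 180880 spots at their own place, and the array of bf against wf in replicate 2 had 12.5%.

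**Figure D2:**
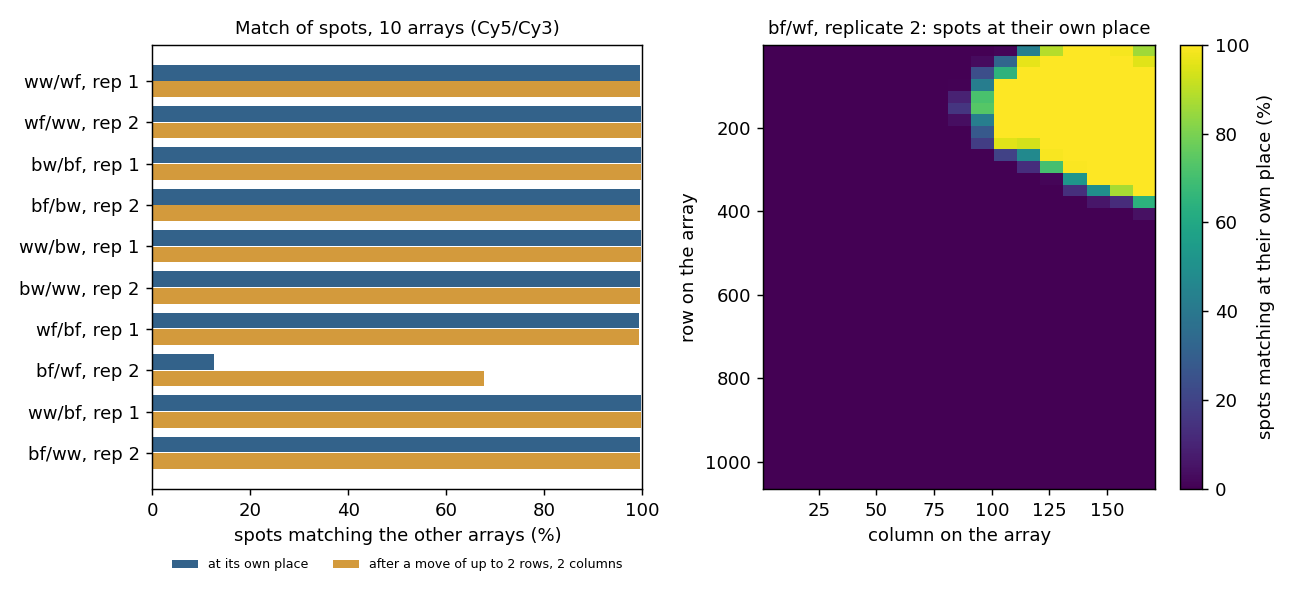
Left, percent of spots that match the other arrays for each array (Cy5/Cy3 group), at their own place and after a move of up to 2 rows and 2 columns. Right, share of spots (colour, percent) at their own place over the rows and columns of the array of bf against wf in replicate 2, where matching spots (12.5% of all) lie in 1 corner, while the other 9 arrays match at 99.4% or more.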

Values the study reported

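The study counted 110 transcripts that differed in all 4 of its first comparisons, and from 2107 (bw against bf) to 4428 (wf against bf) that differed in 1 of them only. It reported 1801 transcripts that differed both after flg22 and after BTH (Class A), with an R² of 0.7156 between their log2 values. Of 831 that BTH raised, 3.4% went down after flg22, and among those that BTH lowered 10.9% went against the trend. For Class B, differing after BTH and again after flg22 on BTH-treated plants, it gave 1058 transcripts, of which 6.9% did not follow the inversion, 80.5% were counted as de-primed and 12.6% as still primed. Antisense transcripts made up 42.9% of the Class B transcripts raised by BTH and 17.8% of those lowered by it. The Fisher's exact test for the inversion was given a value of 0.00001.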

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

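All tests in this part were chosen, or their bounds set, after results had been seen. The scan for arrays that stand apart was run on 7 measures of the 10 arrays, and chance marks about 1 in 20 of such groups.

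The array of bf against wf in replicate 2 stood far from the other 9 in 3 measures. It had 12.5% of its spots at their own place, against 99.4% or more elsewhere. Its median Spearman rho with the other arrays was 0.0528, against 0.89 to 0.925, and it had 1159 non-uniform spots, against 3 to 19. A spot grid laid off by whole spots is a candidate explanation, because 67.7% of its spots matched the other arrays after moves of up to 2 rows and 2 columns. Once realigned, its ratio had r = 0.39 across bright probes with the slide 8 contrast of replicate 2, in which the dye bias cancels. Direct ratios had r of -0.243 and -0.264 with that contrast of the other replicate, nearer to 0 and of the other sign. Another RNA on this array than the labels give stays open, because r was to exceed 2 times the largest of these in size and did not. Why r differs from 0 without shared extracts was not tested. No biological explanation was tested.

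Class B probes mostly went in opposite directions after BTH and after the later flg22. Error of the shared bw extracts may produce this. Simulated unchanged groups with a predicted dye effect gave 98.5% in opposite directions, above the observed 97.4%. These groups reshuffle measured ratios and keep each replicate's own relation between comparisons, so a true reversal would give a high share there too. With the dye effect taken from closed loops or absent, the simulated shares were 59.1% and 81.6%, below the observed one, so the tables do not decide. A reversal by flg22 stays open as well: across bright probes of different replicates r was -0.012 and -0.131 in the 2 orders, and -0.113 and -0.190 after realignment, where a reversal needs values below -0.1 in both. Values this far below 0 were also found between replicates of a single comparison, where no reversal applies and a shared effect needs r above 0, so the test decides little and the 2 explanations cannot be told apart.

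The replicates of a comparison did not rank probes alike. Hybridisation noise alone is argued against in replicate 1 by r = 0.916 across bright probes between the interaction contrasts of slides 8 and 9, which share no array and in which the dye bias cancels. In replicate 2 r was 0.223 as deposited, so the bound, set for the deposited and the realigned form together, was not met. The deposited value uses the displaced array, with 12.5% of its spots at their own place. After realignment r was 0.611, which argues against hybridisation noise alone in replicate 2 for the matched bright probes. A dye bias of each probe, which enters the replicates with opposite signs, may contribute, but the highest of the 4 corrected r values was -0.101 after realignment, and the correction itself uses slide 11, so this stays open. Biological differences between the plants of the replicates are also open and were not tested.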

How the results depend on the processing

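The realigned or omitted displaced array and the bright probes were alternatives chosen after seeing the data. Under 13 or 14 alternatives, leave-one-out fits apart, the extract fit's counts of 0 stayed at 0 except as follows. The loop fit called 1 (bw against ww), 17 (wf against ww), 2 (bf against bw), 60 (bf against ww) and 60 (interaction); with a dye term per slide it called 18, 1, 49 and 20 in the last 4. The methods' 2-array fit, adjusted, called 13 in wf against ww. Leaving out an extract gave 0 to 1 calls in the interaction (1 without bf replicate 2) and 0 elsewhere. Without the replicate block, fitted to single-channel values that keep differences between slides, each count was also 0; 106 of the 120 named ratios kept their sign, and the glucosinolate list was higher in 6 of 12 probes in wf against ww, 8 in bf against ww, 5 in bf against bw and 12 in bw against ww. In the other alternatives that hold all probes 120 kept their sign, or 119 without the displaced array. For some of these alternatives that is no test. The loop fit gave the same median and SD of the log2 ratios as the extract fit, -0.002 and 0.296 in bw against ww. The replicates have opposite dye orientation, so leaving out the dye term or fitting it per slide cancels in their mean. AMY1 and the gene set tests were not run. The cause of none of these changes was tested.

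Counts of DETs in bw against ww, wf against ww, bf against bw, bf against wf and bf against ww were 5535, 6218, 4894, 8445 and 4052 with no filter on dim probes (more probes tested), and 327, 256, 146, 168 and 93 with all readings well above background (fewer probes tested). Processed signals gave 973, 855, 935 and 168 (without wf against ww), median centring 659 (wf against ww), 149 (bf against bw) and 10 (bf against ww), no background correction 1204 and realignment 1002 (both bf against wf). Leaving out an extract, with 1 array of a comparison and a pooled spread, gave 581 to 5360, 459 to 5254, 341 to 7789, 1392 to 9334 and 5991 to 12892 in the same order; the lowest came without replicate 1 of bw, wf and bw, without wf replicate 2, and without ww replicate 1.

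The Class A share was 93.3% with processed signals, 99.2% with median centring, 87.2% with no filter and 98.6% at p under 0.01. The opposite share of Class B was 92.7%, 100%, 88.8% and 100%. Its share without a bf and ww difference was 91.9% with no background correction and with no filter, 100% with median centring and 97.3% at p under 0.01. The difference between probe forms shrank to 5.6 points with median centring (Fisher's exact p = 0.47).

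Mean r between bw against ww and bf against bw was -0.2 with no background correction, -0.25 with median centring, -0.034 with no filter, -0.11 with all readings, -0.051 realigned, -0.072 in bright probes and -0.15 in bright probes realigned (-0.029 as reported). With wf against ww it was -0.13, -0.044 (processed signals), -0.18, -0.031, -0.095, -0.037 (bright) and -0.098 (bright, realigned), against -0.0089. Between replicates it was -0.19, -0.22, -0.14 (all readings), -0.11 (bright) and -0.17 (bright, realigned), against -0.045. The closure ratio of 0.458 was 0.351 with median centring, 0.572 with no filter and 0.347 with all readings, where signal over background is highest.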

Other observations

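All tests in this part were chosen after the data had been seen. Transposable elements had 52 named probes. Their median log2 ratio was -0.30 in bf against ww and -0.14 in bw against ww, and 23 and 24 of the 52 were lower in both replicates there, against 19 and 11 that were higher in both. In bf against bw the median was 0.14, with 10 lower and 21 higher in both. The lower and higher counts were 15 and 17 in wf against ww, and 20 and 12 in bf against wf. Limma on the extract values passed none, with a smallest adjusted p of 1. The loop fit called 4 probes of a stretch on chromosome 2 lower in bf against ww, with log2 ratios of -1.17 to -1.86 (AT2TE25290, AT2TE25295 and both forms of AT2TE25300), AT5TE27115 lower at -1.25 and AT4TE09195 higher at 1.80. These elements were on the study's list for bf against ww, so their direction is not independent evidence.

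Of the smaller gene lists, the trehalose and starch genes had 3 named probes, all with positive ratios in bf, bw and wf against ww, with medians of 0.37, 0.49 and 0.36. In replicate 2 the medians of the same lists were -0.47, -0.26 and -0.30. PEPR2, a receptor of endogenous danger peptides and the single named gene of the flagellin signalling list, had log2 ratios of 0.65 ± 0.45 in bf against ww and 0.12 ± 0.45 in bw against ww. The photosynthesis gene PETC had 0.20 ± 0.64 in bf against ww, and the reference gene PP2AA3 -0.29 ± 0.31.

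Probes with neighbouring numbers made up many of the interaction calls of the loop fit. Of 316 windows of 250 consecutive probe numbers, 5 held 171 of the 305 probes called after realignment and 31 of the 60 called without it, all of them lower after realignment. One window, numbers 76750 to 76999, had 267 kept probes, of which 96 were called after realignment and 14 without it. Its median interaction was -1.45, with -1.89 in replicate 1 and -0.87 in replicate 2, against 0.02 for all probes. The spots lay between rows 7 and 1046 and columns 1 and 167 of the array. What these probes read is not analysed here; the nearest named probes on both sides were long terminal repeats of chromosome 3. In replicate 1 the window's median against ww was 0.99 in wf, 1.48 in bw and 0.56 in bf, and in replicate 2 it was 0.57, 0.20 and -0.07. The probes moved as a block, so they are not independent, and limma on the extract values called none of them.

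Class A held 589 probes here. That is lower than the count quoted from the study. The counts here are over the probes left by a filter on dim probes, which the study's methods do not name. Class B held 305 probes here, also a lower count than the quoted one. The 4 first comparisons shared 32 DETs, or 91 with no filter on dim probes. The quoted count is higher than both. DETs of a single comparison numbered from 650 in bf against bw to 1710 in bf against wf. Both ends lie below the quoted ones. With no filter on dim probes they were 3537 and 7048, above the quoted ones. Of Class B, 2.62% had the same direction in both ratios. This share is lower than the quoted one. It depends on the processing: the opposite share was 88.8% with no filter on dim probes and 92.7% with processed signals, and the rest then lies above the quoted share. Class B probes with opposite directions and a DET call in bf against ww made up 2.95%. The quoted share of primed transcripts is higher. The antisense shares were not compared, since the strand of each probe form is not stated in the sources used here.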
